A study of Mus musculus with 6 samples. Its data were reported in "CDK6 kinase inhibition unmasks metabolic dependencies in BCR::ABL1+ leukemia" (2025).

How the data were processed

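ChIP-seq against the HA tag was performed in BCR::ABL1-transformed murine pre/pro-B cells without endogenous CDK6 that expressed HA-tagged CDK6-WT or HA-tagged CDK6-K43M, with 2 libraries per variant. Libraries were grouped by variant and replicate number as given in their titles. The series also lists 2 input libraries, which were not analysed here. As the study describes, the authors trimmed reads with Trimmomatic, aligned them to the mouse genome mm10 with bwa-mem, removed blacklisted regions, multimapping and low-quality reads with bedtools and samtools, and called peaks with MACS2 at default settings. Peaks were called separately for each library and not on pooled replicates. The deposited lists give for each peak its position, a fold enrichment over the local background (a ratio), the −log10 of the p-value and of the q-value at the summit, a score that is the integer part of 10 times the −log10 q, and other information, the offset of the summit from the peak start. The deposited lists start at a −log10 q of 1.31 to 1.34, just past a q-value of 0.05. They hold no read totals, so the depth of each library is not stated in them. No interval was repeated within a list.

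The depth was recovered in relative terms. In MACS2 the fold enrichment and the −log10 p of a peak depend on the scaled number of reads at the summit and the local background, so that both can be solved for together. A scaling factor was found for each list, and at least 99.997% of the peaks in every list then matched a whole number of reads within 0.001 of the −log10 p. On simulated lists the recovery returned the true read number for 100% of the peaks. The lowest background in a list, divided by the smallest peak width as an estimate of the fragment length, gave 10.1 and 10.5 treatment reads per kb of effective genome for CDK6-WT replicates 1 and 2, and 12.0 and 9.56 for CDK6-K43M replicates 1 and 2. The recovered control depth was 9.78 reads per kb for both replicate 1 libraries and 9.65 for both replicate 2 libraries. The size of the effective genome is not known from the lists, so only relative depths are used.

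Peaks that overlapped by at least 1 bp were merged over the 4 lists. Regions were classified by the definition that the study gives, but with merged intervals in place of the DiffBind package that the authors used. The classification was tested on simulated lists, with 0 wrong counts. The simulated sites lay far apart, so the joining of neighbouring sites into one region was not tested. Pairwise overlap and Jaccard indices were computed per pair of lists and compared with bedtools 2.31.1. Differences between libraries were tested with exact two-sided permutation tests over the 6 assignments of the libraries or the 3 splits, neither of which can give a p below 0.33. Shares carry 95% Wilson intervals, and summit to flank ratios carry 95% intervals on the log scale. Motif windows extended 100 bp to each side of the summit of the peak with the highest −log10 q in the region. Promoters were windows from 2000 bp before to 200 bp after any transcript start in GENCODE M21, whereas the authors used M13, and both are on GRCm38 (mm10). A region was assigned to the first of promoter, exon, intron and intergenic that applied. Regions on unplaced scaffolds were left out of sequence analyses. The OXPHOS list named 75 nuclear-encoded subunits and is not the gene set that the study used. The symbol Atp5o matched a second, overlapping gene model, and each symbol was counted once by the gene model with the lowest identifier. This choice was made after the data were seen, and the count with both models is among the alternatives. Random gene lists (10000) were matched on promoter CpG observed to expected ratio in 10 bins. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and pysam 0.24.0.

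The definitions, tests, gene lists and motifs and most alternatives were fixed before the data were examined. The regions named in the text are the 3 unique to each variant and the 5 in all 4 lists with the highest mean percentile of −log10 q within the lists, and the named genes are Cdk6, Cdk4, Nrf1 and Slc2a3 with the OXPHOS subunits that lacked a region bound by both or carried a variant-unique one. The alternatives were a minimum −log10 q of 5 or 10, lists of equal length, the top 10000 peaks per list, summits extended by 100 bp, merging of peaks within 500 bp, autosomes alone, stricter or wider definitions of shared sites, other promoter and motif windows, a shuffled sequence control, ranking by fold enrichment, the replicate number as a block, and leaving out each library in turn. The libraries split by replicate number more than by variant, so values within each replicate number are given beside the pooled ones.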

Results

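CDK6 chromatin binding was measured by ChIP-seq in murine BCR::ABL1-transformed pre/pro-B cell lines that lacked endogenous CDK6 and re-expressed an HA-tagged form of the kinase. One group of libraries came from cells with the wildtype protein (CDK6-WT, n = 2) and the other from cells with the kinase-inactive mutant CDK6-K43M (n = 2). Immunoprecipitation was directed against the HA tag, and 1 peak list per library was analysed. The comparison of the variants asks whether CDK6 needs its kinase activity to occupy chromatin. The CDK6-WT lists held 35189 peaks (replicate 1) and 34729 peaks (replicate 2), and the CDK6-K43M lists held 39797 and 37304 peaks. Peaks covered 13.4 Mb and 13.7 Mb in the CDK6-WT lists and 16.6 Mb and 14.6 Mb in the CDK6-K43M lists. The median peak width lay between 297 bp and 324 bp. Fold enrichment and −log10 q are the authors' values for each peak and were used mainly to describe, rank or filter peaks within their own list. Across lists, the highest −log10 q chose the summit of each motif window, and peak counts at a minimum −log10 q were compared between libraries. Fold enrichment also entered the recovery of depth and background, which were compared between libraries.

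CDK6-K43M libraries had 38551 ± 1763 peaks (SD, n = 2) and CDK6-WT libraries 34959 ± 325 peaks (SD, n = 2). The difference of 3592 peaks had an exact two-sided permutation p of 0.33, the smallest p that 2 libraries against 2 allow. The CDK6-K43M list was longer by 4608 peaks within replicate 1 and by 2575 peaks within replicate 2. The depth recovered from the peak statistics was 1.19 times that of the CDK6-WT library in replicate 1 and 0.911 times in replicate 2. With a minimum −log10 q of 10, the mean difference was 468 peaks (exact permutation p = 1). Within replicate 1 the difference was 1754 peaks at a minimum −log10 q of 5 and 1028 peaks at 10, and within replicate 2 it was 2357 and -93 peaks.

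To compare the binding sites, overlapping peaks of the 4 lists were merged into 56748 regions. Of these, 38266 had a peak in at least 2 lists and 16381 in all 4. By the definition of the study, a region is unique to a variant when both of its libraries and neither of the other have a peak, and bound by both when at least 3 of the 4 libraries have one. By this definition 22979 regions were bound by both variants, 204 were unique to CDK6-WT and 714 were unique to CDK6-K43M. CDK6-K43M thus occupied 99.1% of the CDK6-WT sites (95% Wilson interval 99.0% to 99.2%), where the sites are the regions bound by both and those unique to CDK6-WT. In the opposite direction, CDK6-WT occupied 97.0% of the CDK6-K43M sites (96.8% to 97.2%). All intervals given here cover counting error only. Among the alternatives that used all 4 lists together, the share moved most when every region with at least 1 CDK6-WT peak and at least 1 CDK6-K43M peak was counted, which gave 85.4% with regions of any CDK6-WT peak as the base.

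The same definition was applied to the other splits of the 4 libraries into 2 groups of 2. When the libraries were split by replicate number, 7357 regions were unique to the replicate 1 libraries and 6263 to the replicate 2 libraries. The remaining split, which set CDK6-WT replicate 1 with CDK6-K43M replicate 2, gave 275 and 474 regions. The variants were therefore separated by 918 regions, the replicate numbers by 13620 and the crossed groups by 749. With the top 10000 peaks per list these counts were 270, 7168 and 294, so the crossed groups then exceeded the variants. The class bound by both ignores the grouping and held 22979 regions in every split of the full lists. In the crossed split, the second group occupied 98.8% of the sites of the first, and 97.98% in the opposite direction. For the replicate numbers these shares were 75.7% and 78.6%. A share close to that between the variants thus also arose between groups that mix the variants. The definition leaves out 14369 regions found in 1 library of each variant and 18482 regions found in 1 list only, which entered no class. Within replicate 1 alone, CDK6-K43M occupied 87.3% of the CDK6-WT regions (86.9% to 87.6%), and within replicate 2 alone 78.0% (77.6% to 78.5%). In the opposite direction, CDK6-WT occupied 74.1% of the CDK6-K43M regions within replicate 1 (73.7% to 74.5%). Within replicate 2 it occupied 72.3% (71.8% to 72.8%).

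**Figure D1:**
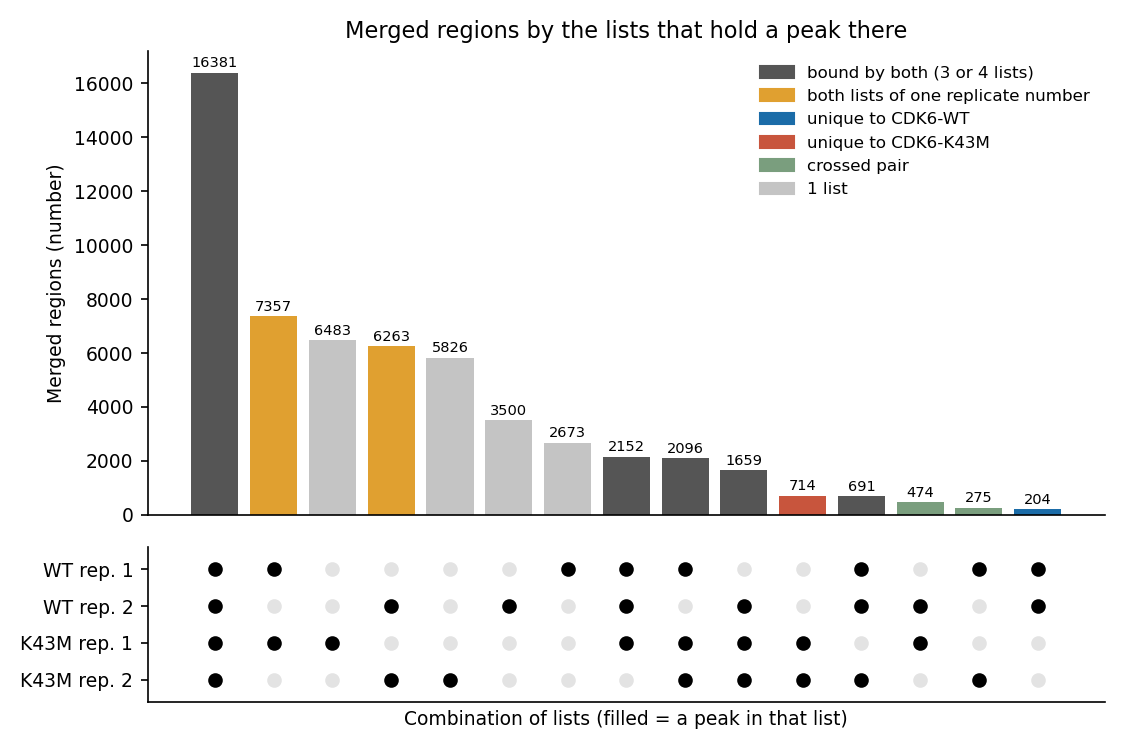
Number of merged regions (vertical axis) for each combination of the 4 peak lists, with filled dots marking the lists that hold a peak and colours marking the class of the region. The 16381 regions in all 4 lists form the tallest bar, followed by the 7357 regions in the replicate 1 lists alone, and the 204 regions unique to CDK6-WT form the shortest.

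Pairwise overlap of the lists gave the same order without merged regions. On average 73.6% of the peaks of a CDK6-WT library overlapped a peak of a CDK6-K43M library, with a range from 60.9% to 88.1% over the 4 pairs. The share was 88.1% for the replicate 1 pair and 79.2% for the replicate 2 pair. Between the CDK6-WT replicates, 60.7% of the replicate 1 peaks and 61.9% of the replicate 2 peaks overlapped. The Jaccard index, the shared over the united base pairs, averaged 0.339 for libraries of one variant and 0.453 for libraries of different variants. The difference of -0.113 had an exact permutation p of 1 over the 3 splits. Libraries with the same replicate number had an average Jaccard index of 0.569, and the difference for this split was 0.231 (exact permutation p = 0.33, the smallest possible).

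**Figure D2:**
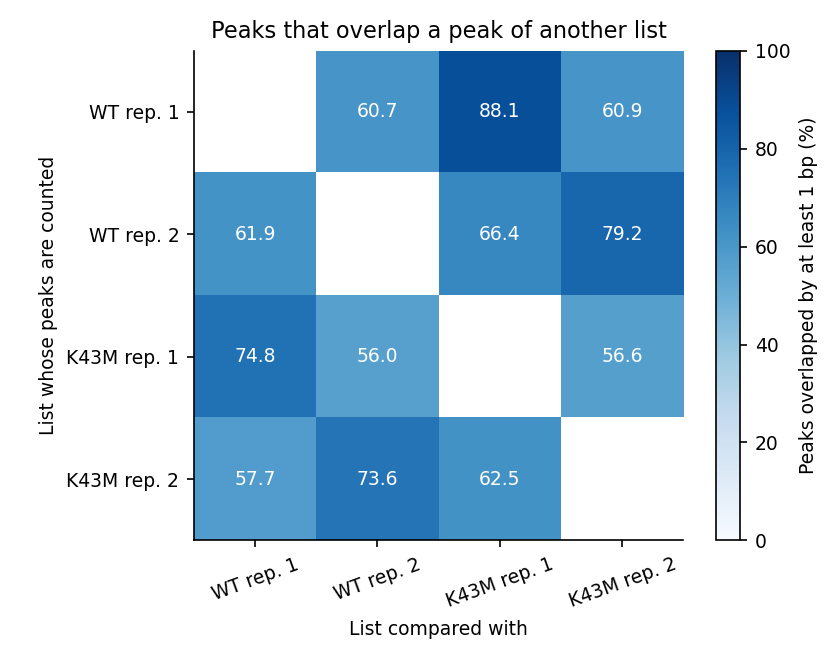
Percentage of the peaks of one list (rows) that overlap a peak of another list (columns) by at least 1 bp. The 4 cells for libraries of the same replicate number hold values from 73.6% to 88.1%, above the values of all other cells, which reach at most 66.4%.

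Among the 1667 regions that differed between the variants in both replicate numbers, 204 were in the CDK6-WT list alone in both and 714 in the CDK6-K43M list alone in both. The direction was opposite in 275 and 474 regions. The odds ratio for the same direction was 1.12 (95% interval 0.901 to 1.39, Fisher's exact test across regions, two-sided p = 0.322), and no association was detected with the lists as deposited. With a minimum −log10 q of 5 the odds ratio was 1.29 (1.01 to 1.64, Fisher's exact p = 0.0419, range over the 7 alternatives 0.0419 to 0.522), and with the top 10000 peaks per list it was 0.846 (0.608 to 1.18). Regions are not independent replicates.

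Variant-unique regions ranked low within their own lists. The median percentile by −log10 q of their peaks was 18.7 and 25.5 in the CDK6-WT lists and 24.0 and 26.4 in the CDK6-K43M lists, with a mean of 23.6 ± 3.42 (SD, n = 4). Peaks of regions bound by both had median percentiles from 58.0 to 65.3. The CDK6-WT-unique region with the highest mean percentile lay on chromosome 3 (mm10, 87028835 to 87029221), in an intergenic stretch 29394 bp from the nearest protein-coding transcription start, that of Cd1d1. Its percentile was 47.97 in replicate 1 and 79.4 in replicate 2. The next ones were also intergenic, on chromosome 10 (65316287 to 65316654) and on chromosome 3 (21911158 to 21911494), with mean percentiles of 56.4 and 52.4. The leading CDK6-K43M-unique regions lay in an intron of Zfp664 (chromosome 5, 124890757 to 124891090, mean percentile 74.2), in the promoter of Ephx1 (chromosome 1, 181017316 to 181017653, 70.8) and in an intron of Spred2 (chromosome 11, 19977815 to 19978059, 69.7).

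The 5 regions in all 4 lists with the highest mean percentiles, from 99.0 to 99.8, included one on an unplaced scaffold (JH584304.1, 58836 to 61361), which overlapped the promoter of AC149090.1. On this scaffold the fold enrichment was between 4.85 and 5.23 in the 4 lists. The others lay 5035 bp from the transcription start of Lifr (chromosome 15, 7084768 to 7085578), in the promoter of Cuedc1 (chromosome 11, 88187608 to 88188380), over an exon of Wnt10a (chromosome 1, 74799402 to 74801926) and in an intron of Fmnl3 (chromosome 15, 99332711 to 99333749).

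Of the genes chosen in advance, Cdk6, Cdk4 and Nrf1 had a promoter region with a peak in all 4 lists. Cdk4 (chromosome 10, 127063534 to 127067920) and Nrf1 (chromosome 6, 30047988 to 30153458) had 1 such region each. The strongest Cdk4 promoter peak stood at the percentiles 97.0 and 60.2 in the CDK6-WT lists and 94.2 and 80.9 in the CDK6-K43M lists. For Nrf1 the percentiles were 98.8 and 82.3 for CDK6-WT and 98.8 and 72.1 for CDK6-K43M. The promoter of Slc2a3 (chromosome 6, 122727809 to 122801640) had a peak in both CDK6-K43M lists and in CDK6-WT replicate 1, but none in CDK6-WT replicate 2. The promoters of Cdk6 (chromosome 5, 3341485 to 3531008) overlapped 4 regions, of which 3 were bound by both and 2 had a peak in all 4 lists. The strongest Cdk6 promoter peak stood lower, at the percentiles 46.8 and 10.2 in the CDK6-WT lists and 63.2 and 44.9 in the CDK6-K43M lists.

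The location of the sites was then examined. Promoters, defined as the window from 2000 bp before to 200 bp after any annotated transcription start, were overlapped by 47.9% of the regions bound by both (47.2% to 48.5%). A further 6.16% overlapped an exon, 25.4% an intron only, and 20.5% were intergenic. A window of 500 bp to either side of the start gave a promoter share of 43.9%. The promoter share was 27.9% (22.2% to 34.5%) for regions unique to CDK6-WT and 25.2% (22.2% to 28.5%) for regions unique to CDK6-K43M, with intervals that overlapped each other and lay below that of the regions bound by both. Regions in the replicate 1 libraries alone had a promoter share of 38.1% (37.0% to 39.2%), and those in the replicate 2 libraries alone 16.7% (15.8% to 17.6%). Per list, 44.5% and 38.0% of the CDK6-WT peaks and 41.5% and 36.2% of the CDK6-K43M peaks overlapped a promoter. The group means of 41.3% ± 4.60 and 38.9% ± 3.75 (SD, n = 2) differed by less than the spread between replicates (exact two-sided permutation p = 0.667). Within each replicate number the CDK6-K43M share was lower, by -3.03 percentage points in replicate 1 and -1.83 in replicate 2.

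**Figure D3:**
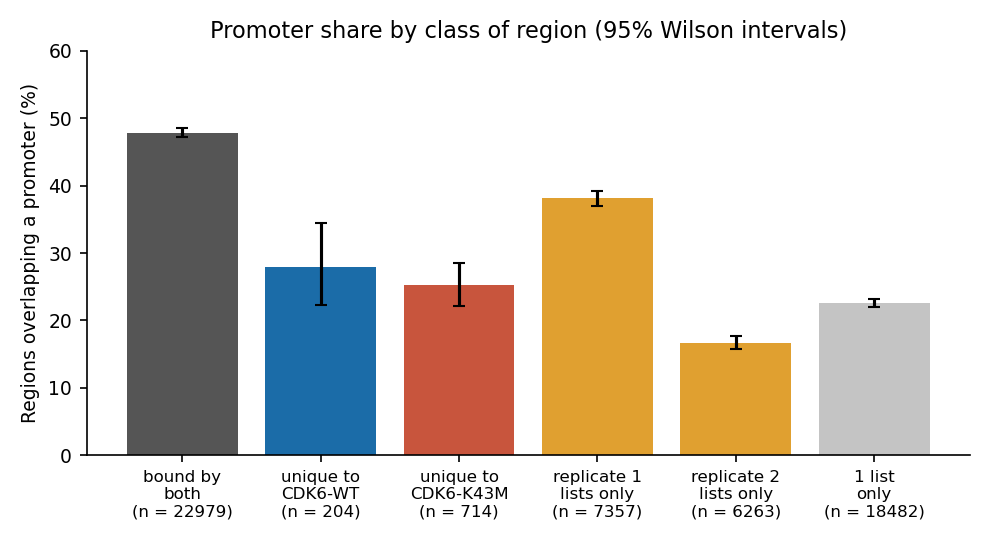
Percentage of regions that overlap a promoter (vertical axis) for each class of region, with 95% Wilson intervals as error bars. Regions bound by both reach 47.9%, and regions in the replicate 1 and replicate 2 lists alone stand at 38.1% and 16.7%.

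To examine the sequence at the sites, consensus motifs of the factor families named in the study were counted within 100 bp of the summit and in windows of the same size 1000 bp to either side. The NRF-1 consensus GCGCNTGCGC occurred at 4.50% of the 22975 summits of regions bound by both that lay on assembled chromosomes (4.24% to 4.77%), against 0.207% of the flanking windows, a ratio of 21.7 (17.6 to 26.8). With dinucleotide-shuffled summit windows as the control the ratio was 8.68. The summit to flank ratio was 14.9 for ETS (CCGGAAGT), 13.8 for GFY (ACTACAANTCC), 5.04 for EBF (TCCCNNGGGA), 4.83 for SP1 (GGGGCGGGG), 1.96 for RUNX (TGYGGTY) and 1.48 for NFY (CCAATSR). Against shuffled windows the order differed, with ratios of 47 for GFY, 9.32 for ETS, 6.18 for SP1, 5.67 for EBF, 2.1 for RUNX and 1.13 for NFY. The GFY ratio rests on a shuffled share of only 0.0218%, and no intervals were computed for the ratios to shuffled windows. In promoters the NRF-1 consensus was found at 8.91% of the summits (8.39% to 9.45%), and outside promoters at 0.451% (0.346% to 0.588%). The RUNX consensus was found at 11.7% of the summits in promoters and at 21.6% outside. The summit to flank ratio for NFY was 2.24 in promoters and 0.825 outside. NRF-1 motifs were present at 2 of the 204 CDK6-WT-unique summits and at 5 of the 714 CDK6-K43M-unique summits, and their summit to flank ratios of 4.0 (0.365 to 43.9) and 1.43 (0.455 to 4.49) were not distinguishable from 1 at these numbers.

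**Figure D4:**
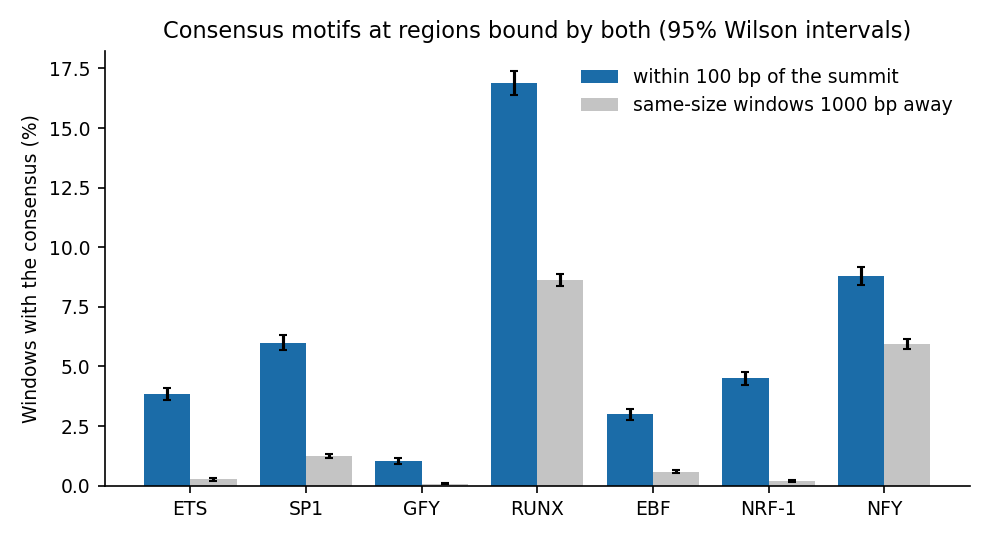
Percentage of windows with each consensus motif (vertical axis) at the summits of regions bound by both and in flanking windows, with 95% Wilson intervals as error bars. NRF-1 stands at 4.50% at summits and 0.207% in flanks, and RUNX has the highest summit share, 16.9%.

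Because the study asked about genes of oxidative phosphorylation (OXPHOS), the promoters of 75 nuclear-encoded subunits of complexes I to V were examined. A region bound by both was present at 67 of 75 promoters, or 89.3% (80.3% to 94.5%), against 41.3% (40.7% to 42.0%) of 21862 other protein-coding genes. The difference of 48.01 percentage points had a Fisher's exact p of 8.83e-18 (two-sided, across genes, which are not replicates). Of 10000 random lists matched on promoter CpG content, which averaged 62.7%, none reached the OXPHOS share (permutation test with random lists, one-sided p = 1e-04, the smallest that this number of lists allows), and the highest reached 82.7%. The difference to their mean was 26.7 percentage points. With a minimum −log10 q of 10, the OXPHOS share was 38.7% (29 of 75) and that of other genes 17.1%, a difference of 21.6 percentage points.

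The 8 OXPHOS promoters without a region bound by both were those of Ndufa2, Ndufa11, Ndufb4, Ndufb11, Uqcrq, Cox7b, Atp5b and Atp5c1. Ndufb11 (chromosome X, 20615326 to 20617619) had a peak in CDK6-K43M replicate 1 only. Each of the others had a peak in both replicate 1 lists and in neither replicate 2 list. Among the listed subunits, the only promoter with a variant-unique region was that of Ndufa10 (chromosome 1, 92439010 to 92473860), with a CDK6-K43M-unique region beside a region bound by both. Per list, 98.7% and 84.0% of the OXPHOS promoters had a CDK6-WT peak and 100% and 77.3% a CDK6-K43M peak. The variants thus differed less at these promoters than the replicate numbers did. The NRF-1 consensus was present at the summit of a region bound by both at 13 of the 67 bound OXPHOS promoters, or 19.4% (11.7% to 30.4%), and at 12.6% (11.9% to 13.3%) of the other bound promoters, a difference that was not past the threshold (Fisher's exact test, two-sided p = 0.0979).

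**Figure D5:**
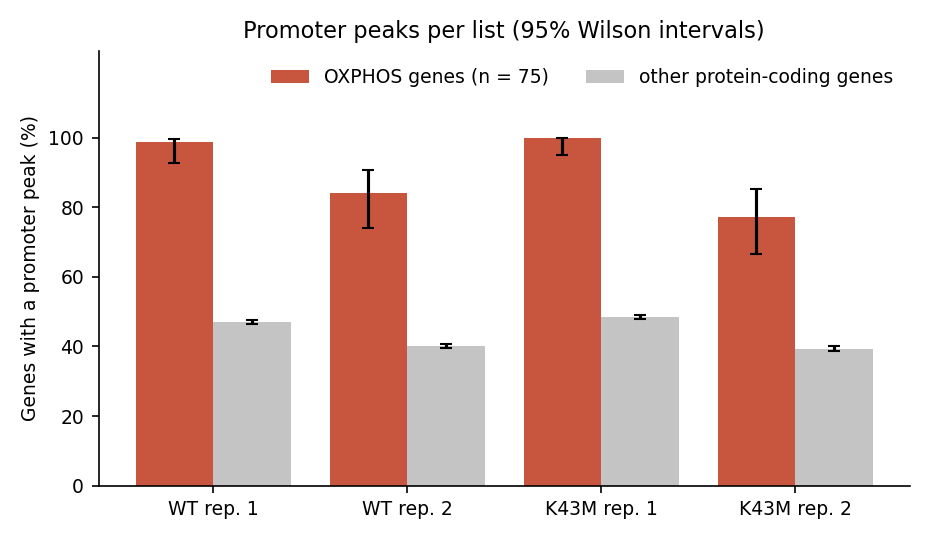
Percentage of genes with a promoter peak (vertical axis) in each of the 4 lists for the 75 OXPHOS genes and for other protein-coding genes, with 95% Wilson intervals as error bars. The OXPHOS share lies at 98.7% and 100% in the replicate 1 lists and at 84.0% and 77.3% in the replicate 2 lists.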

Values the study reported

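The study reported that kinase-inactive CDK6 also bound 98% of the sites held by the wildtype protein. Restricting CDK6-bound regions to chromatin found open by ATAC-seq left 14 033 regions in the study, and more than 50% of those were placed in promoters.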

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

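The within-number shares, the odds ratios at other settings and the count with every gene model of a listed symbol were chosen after the data were seen. Across 13 results, 113 alternative values were computed. The odds ratio for the same direction in both replicate numbers was 1.29 at a minimum −log10 q of 5, past the threshold, and 0.846, below 1, with the top 10000 peaks per list. The cause was not tested. The order of the variant-unique counts and the sign of the replicate 2 peak difference also changed, as given below. The order of the variant and crossed splits changed with the top 10000 peaks per list. Apart from these and the odds ratio, no result listed here changed direction or its side of the threshold. The tests between libraries could not have passed it in any setting.

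The share of CDK6-WT sites also bound by CDK6-K43M was 98.9% at a minimum −log10 q of 5, 98.4% at 10, 98.5% with lists of equal length, 97.4% with the top 10000 peaks, 97.5% with extended summits, 99.3% with peaks within 500 bp merged, and 98.8% when sites bound by both had to be in all 4 lists. It was 85.4% when every region with a CDK6-WT peak was counted. Leaving out one library gave shares from 88.1% to 97.0%, since a single list then defines a variant. The count of regions unique to CDK6-WT was 128 at a minimum −log10 q of 10, 133 with peaks within 500 bp merged, 329 with lists of equal length and 590 with extended summits, and 936 to 3757 with one library left out. The count unique to CDK6-K43M was 206 at a minimum −log10 q of 10, 134 with the top 10000 peaks, and 2451 to 7338 with one library left out. The variant left with 1 list had the smaller requirement. Without CDK6-WT replicate 1 the counts unique to CDK6-WT and CDK6-K43M were 3757 and 2866, and without CDK6-WT replicate 2 they were 2930 and 2451, so CDK6-WT had more. Without CDK6-K43M replicate 1 they were 2515 and 6779, and without CDK6-K43M replicate 2 they were 936 and 7338. Regions bound by both numbered 8076 at a minimum −log10 q of 10 and 5164 with the top 10000 peaks, since fewer peaks enter. With the top 10000 peaks per list, 136 and 134 regions were unique to CDK6-WT and CDK6-K43M, so the excess for CDK6-K43M was absent there as well. The replicate 2 difference in peaks, 2575 in the full lists, was 2357 at a minimum −log10 q of 5 and -93 at 10.

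Replicate numbers were also used as a block, pairing same-numbered libraries. The labels do not state what the number marks, and with 2 pairs the data cannot establish a pairing by cell line or batch. Same-numbered libraries did match in recovered control depth, at 9.78 reads per kb in replicate 1 and 9.65 in replicate 2. Deviations from the variant mean had a correlation of 0.481 between same-numbered libraries over the merged regions. With this block the share of CDK6-WT regions also bound by CDK6-K43M was 87.3% in replicate 1 and 78.0% in replicate 2, where each variant is defined by 1 list. The difference in peaks stayed at 3592, the Jaccard difference was -0.230 and the mean overlap of CDK6-WT peaks was 83.6%. The block was run for these 4 results and carried no test, so it says nothing about calls.

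The mean pairwise overlap was 52.6% when 50% of both peaks had to be shared, and the cause was not tested. The promoter share was 43.9% with the narrower window, 48.7% at a minimum −log10 q of 10, and 39.8% to 46.4% with one library left out. The NRF-1 share was 2.72% within 50 bp of the summit, as a smaller window implies, and 5.49% at a minimum −log10 q of 10, and 3.24% to 4.0% with one library left out. Its ratio to the control was 28.6 at a minimum −log10 q of 10, 8.68 with shuffled windows, and 14.4 to 17.8 with one library left out. The OXPHOS difference was 38.96 to 52.05 percentage points with one library left out, and the mean percentile of variant-unique regions was 28.6 to 34.1. The cause of the remaining shifts was not tested.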

Other observations

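The tests on CpG content and on other housekeeping genes were planned before their results were seen. So was the odds ratio for the same direction with the lists as deposited. The remaining tests of an explanation were chosen after the result was seen.

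The excess of shared CDK6 sites at OXPHOS promoters was set against promoter CpG content and against other housekeeping genes. Of the lists matched on promoter CpG content, 0% reached the OXPHOS share, which argues against CpG content as the whole explanation. Genes of cytosolic and mitochondrial ribosomal proteins had a region bound by both at 89.8% of promoters (84.1% to 93.6%), close to the OXPHOS share of 89.3%. The excess may therefore belong to housekeeping genes as a class rather than to OXPHOS genes alone. Expression was not analysed here. The series lists no anti-HA library from cells without a tagged protein. Peaks that do not depend on tagged CDK6 could therefore not be told apart.

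Libraries shared more sites with the library of the same replicate number than with the other library of their variant. Weak peaks near the calling threshold do not account for all of this. Among the top 10% of peaks, at least 2.72% in the replicate 1 lists and at least 9.97% in the replicate 2 lists had no peak in either list of the other number, whereas at most 0.0288% in any list had none in the other list of their own number. GC content stays open. With 48% to 52% GC at the summit both kinds of region were found (1619 in replicate 1 alone and 1757 in replicate 2 alone), but this band lies where the GC contents of the classes overlap, so the counts decide nothing. Outside promoters, the regions also differed in their motifs. The EBF consensus was found at 3.69% of the replicate 1 summits and 1.53% of the replicate 2 summits, and the RUNX consensus at 14.9% and 20.7%. The SP1 consensus was found at 1.82% and 0.230%, ETS at 0.901% and 0.211%, and NRF-1 at 0.483% and 0.0192%. The excess of these GC-rich motifs in replicate 1 goes with a difference in GC content. Chromosome copy number stays open. Of these regions, 25.5% lay on chromosomes whose recovered background intervals overlapped between the numbers, against 27.1% of regions bound by both. The share was 22.1% for replicate 1 alone and 29.4% for replicate 2 alone. Overlapping intervals do not establish equal copy number, so these shares do not decide the question. Replicate 1 to replicate 2 peak ratios for CDK6-WT and CDK6-K43M were 1.77 and 1.86 on chromosome 12, and 1.28 and 1.34 on chromosome 5. They were 0.721 and 0.839 on chromosome 13, and 0.799 and 0.933 on X, where the background difference was opposite. Among the other chromosomes with the background direction of 5 and 12, ratios exceeded 1 for both variants on 7, 8, 11, 15 and 17. They were below 1 for both variants on 2, 6, 9 and 14, and were 0.986 and 1.04 on 4. An input control shared within a replicate number also stays open. The share of peaks on the lowest background was on average 0.935 percentage points higher for such regions than for other peaks that miss at least 1 list. The difference was 3.14 and 2.42 points in the replicate 1 lists, with intervals apart, and -0.729 and -1.09 points in the replicate 2 lists. Relative to peaks of regions bound by both, the share was higher in all 4 lists, by 4.06 to 8.04 points. A candidate explanation is that the replicate numbers mark different cell lines or experimental batches. The labels do not state this, and it was not tested.

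The recovered background also differed by chromosome. At regions in all 4 lists, 0.348% and 0.590% of the chromosome 5 peaks sat on the lowest background in the replicate 1 lists, against 34.6% and 36.4% in the replicate 2 lists. On chromosome 12 the shares were 24.4% and 23.7% against 59.1% and 62.0%, and on chromosome X 76.9% and 78.9% against 50.3% and 54.9%. The intervals were lower in replicate 1 on 12 chromosomes and higher on 2 chromosomes, 13 and X. This background reflects the control, and the recovered control depth was 9.78 reads per kb in both replicate 1 lists and 9.65 in both replicate 2 lists. Same-numbered lists may therefore share an input, and agreement between them is not independent evidence. A difference in depth of the controls would move every chromosome the same way and is argued against by the 2 that moved in the opposite direction. Different chromosome copy numbers in the cells behind the replicate numbers may be involved, which was not tested against a karyotype.

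Regions that met the definition of unique to one variant were no more numerous than another split produced. Of the 3 splits of the 4 libraries, 2 gave as many such regions, the split by variant and the split by replicate number, and 3 splits are too few to decide. The crossed split gave fewer regions than the split by variant, 749 against 918. The exception among the settings was the top 10000 peaks per list, with 294 against 270. Whether each pair of libraries differed on its own stays open, since the odds ratio for the same direction in both replicate numbers was 1.12 with an interval that included 1, but 1.29 with an interval above 1 at a minimum −log10 q of 5. A dependence of these regions on kinase activity cannot be told apart from variation between libraries with 2 replicates per variant.

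The larger number of CDK6-K43M peaks in replicate 1 is consistent with a difference in depth, as the recovered depth was 1.19 times that of CDK6-WT. In replicate 2 the depth ratio was 0.911, which argues against depth there. The replicate 2 difference was 2357 peaks at a minimum −log10 q of 5 and -93 peaks at 10, and such a minimum itself depends on depth. No biological explanation was tested.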
